# Blood Transcriptional Signatures for Disease Progression in a Rat Model of Osteoarthritis

**DOI:** 10.1155/2017/1746426

**Published:** 2017-07-03

**Authors:** Michał Korostyński, Natalia Małek, Marcin Piechota, Katarzyna Starowicz

## Abstract

Biomarkers of osteoarthritis (OA) that can accurately diagnose the disease at the earliest stage would significantly support efforts to develop treatments for prevention and early intervention. We have sought to determine the time course of alterations in peripheral blood gene expression profile associated with the development of OA. Blood samples were collected from a tail vein of individual rats with monosodium iodoacetate- (MIA-) induced OA (2, 14, 21, and 28 days after the treatment). We used whole-genome microarrays to reveal OA-related transcriptional alterations of 72 transcripts. Three main groups of coexpressed genes revealed diverse time-dependent profiles of up- and downregulation. Functional links that connect expression of the gradually downregulated genes to the G13 signaling pathway were indicated. The mRNA abundance levels of the identified transcripts were further analyzed in publicly available gene expression dataset obtained from a GARP study cohort of OA patients. We revealed three-gene signature differentially expressed in both rat and human blood (TNK2, KCTD2, and WDR37). The alterations in expression of the selected transcripts in peripheral blood samples of the patients indicate heterogeneity of the OA profiles potentially related to disease progress and severity of clinical symptoms. Our study identifies several potential stage-specific biomarkers of OA progression.

## 1. Introduction

Osteoarthritis (OA) is a common disease associated with damage to the cartilage and resulting in the development of bony spurs and cysts at the margins of the joints. It is characterized by progressive loss of function in the synovial joints. There are a variety of factors that play an important role in the pathogenesis of OA, including biomechanical factors, proinflammatory mediators, and proteases [1–4]. The primary symptoms of OA are joint pain, stiffness, and locomotor restriction. There is no laboratory test that is specific for osteoarthritis. Its diagnosis relies mainly on clinical symptoms, physical, and radiographic findings [5]. The severity of knee OA is classified into four different stages by using the Kellgren and Lawrence system (grades 0–4) [6]. The different stages are distinguished on radiological evidence of synovitis, joint space, and capsular laxity. Identifying patients in the presymptomatic stage would allow the introduction of novel disease-modifying therapies [7, 8].

Blood-based gene expression profiling analysis is useful in discovering RNA biomarkers associated with diverse pathological conditions and disease subgroups [9, 10]. Gene expression studies performed in human blood have indicated networks of coexpressed transcripts with different abundance levels between OA and healthy patients [11, 12]. The results showed relevance to inflammation and cell apoptosis pathways as etiological factors for OA onset and development [11, 13]. The initial results confirm that the blood expression profiles may potentially serve as molecular markers for early detection of OA. However, the clinical heterogeneity and relatively low number of the cases provided limited power to detect differences at the genome-wide scale and identify biomarker candidates as new targets for therapy that will go beyond symptomatic relief to slowing or stopping the progression of OA [14].

The purpose of animal models of OA is to reproduce the pattern and progression of degenerative damage in a controlled fashion. The models provide unique possibility for sequential evaluation of the OA-related transcriptional alterations, including early and intermediate stages of disease [15, 16]. Moreover, the changes in blood gene expression may also indicate physiological processes associated with OA progression. The role of several factors in OA pathogenesis have been suggested based on the increased levels in peripheral blood samples [17, 18]. The molecules considered as promising biomarkers include hyaluronan, collagen epitopes, aggrecan, and matrix metalloproteinase-3 [19]. These changes are accompanied by the sequence of alterations on the molecular level. Therefore, we postulated that transcriptional alterations detected in circulating blood cells might be useful as an additional biomarker of OA.

Here, we report blood gene expression profiles associated with the development of OA in rat MIA model of OA. The dynamics in pattern alterations were monitored in each individual animal during the time course of OA progression [13]. The relevance of the identified transcripts was further examined in data taken from expression profiling in peripheral mononuclear cells obtained from patients diagnosed with OA. The combination of results from animal model and human transcriptome profiling may provide potential new targets for early disease treatment and prevention [14].

## 2. Materials and Methods

### 2.1. Animals

Male Wistar rats (Charles River, Germany) initially weighing between 225 and 250 g were used for all the experiments. Animals were housed 5 per cage under a standard 12/12 h light/dark cycle and had free access to food and water. The procedures on animals were performed following the recommendations of the International Association of Studies on Pain and 3R policy. The study was approved by the Local Bioethics Committee of the Institute of Pharmacology PAS (approval number 938/2012). In the experiments, we compared nontreated (intact) and osteoarthritic animals. Our previous results showed no significant changes in joint hypersensitivity and DWB tests for saline-injected rats (unpublished data). Our study was aimed at the comprehensive comparison between healthy and OA-affected cartilage in respect to the “3R” rules. Rats were randomly allocated to the groups.

### 2.2. MIA-Induced Model of Osteoarthritis

The rats were deeply anesthetized with 5% isoflurane (Forane®, Baxter Healthcare Corporation, USA) in 100% O_2_ (3 L/min) until the flexor withdrawal reflex was abolished. The skin covering the right knee joint was shaved and swabbed with 100% ethanol. A 27-gauge needle was introduced into the joint cavity through the patellar ligament, and 50 *μ*l containing 1 mg of sodium monoiodoacetate (MIA; Sigma-Aldrich, USA) in 0.9% saline was injected intra-articular (i.a.) to induce OA-like lesions. The MIA model was chosen due to its particular usefulness for studying joint pain and multiple similarities in the mechanisms of cartilage degeneration to those observed in human OA cartilage. The dose of the MIA (1 mg i.a. injection) was selected based on previous investigations in rats [15, 16, 20].

### 2.3. Blood Collection and RNA Isolation

Blood samples were collected from the tail vein before (time point: 0) and 2, 14, 21, and 28 days post-MIA injection (time points: 2, 14, 21, and 28). Six replicate samples were analyzed per experimental group. Collected samples were placed in individual tubes and stored at −70°C until RNA isolation. RNA was isolated following the manufacturer's protocol and further purified using the RNeasy Mini Kit (Qiagen Inc.). The total RNA concentration was measured using an ND-1000 Spectrometer (NanoDrop Technologies Inc., Montchanin, DE, USA).

### 2.4. Microarray Analysis

The quality of RNA was determined by using RNA 6000 Nano LabChip Kit and Agilent Bioanalyzer 2100 (Agilent, Palo Alto, CA, USA). Preparation of cRNA was performed according to the protocol provided by Affymetrix (Santa Clara, CA). The total RNA from individual animal was further purified by using RNeasy Mini Kit (Qiagen Inc., Valencia, CA, USA). Total RNA (3 *μ*g) was converted to double-stranded cDNA using SuperScript System (Invitrogen, Carlsbad, CA) and an oligo (dT24) primer containing a T7 RNA polymerase promoter site. Biotin-labeled cRNA was synthesized from cDNA using a labeling kit and purified by using a GeneChip Cleanup Sample Module (Qiagen Inc., Valencia, CA, USA). The yield of the in vitro transcription reaction was determined by product absorbance at 260 nm measured by NanoDrop ND-1000 (NanoDrop Technologies, Inc., Montchanin, DE), and a size of cRNA probes was evaluated by using RNA 6000 Nano LabChip Kit (Agilent, Palo Alto, CA, USA). Fragmented cRNA was used for hybridization to GeneChip® Rat Gene 2.0 ST arrays (Affymetrix). Arrays were washed and stained with streptavidin-phycoerythrin (Merck, Darmstadt, Germany) in Fluidic Station 400 (Affymetrix), according to the standard protocol of the manufacturer. The arrays were scanned by using GeneChip Scanner 3000 (Affymetrix).

### 2.5. Microarray Data Analysis

Microarray data was initially processed using GeneChip Operating Software (Affymetrix) with appropriate quality control. After background subtraction, data was normalized using quantile normalization and then log_2_-transformed. The obtained signal was taken as the measure of mRNA abundance derived from the level of gene expression. Microarray data were standardized using a z-score calculation. Statistical analysis was performed by dChip software using ANOVA filtering and followed by correction for multiple testing (estimation of expected false positives). Hierarchical clustering was performed using the measure of Euclidian distance and average distance linkage methods. Cluster visualization was performed using dChip software [21].

### 2.6. Functional Classification and Cell-Type Specific Gene Expression

Gene annotation tool Enrichr was used to identify overrepresented ontological groups among the gene expression patterns and to group genes into functional classifications. Overrepresented terms (WikiPathways 2016 category) were defined by using *P* < 0.05 threshold obtained by using the Fisher's exact test implemented in Enrichr [22].

### 2.7. Validation in Gene Expression Dataset Obtained from OA Patients

The microarray data set (series accession number GSE48556) was downloaded from the Gene Expression Omnibus (GEO) databases (http://www.ncbi.nlm.nih.gov/geo/) [11]. Illumina HumanHT-12 V3.0 gene expression arrays were used to compare gene expression profiles from peripheral blood mononuclear cells (PBMCs) of OA patients and healthy controls [13]. The 45 Illumina microarray probes corresponding to the list of genes regulated in response to MIA treatment in the animal model were identified. The differences in mRNA abundance levels between the two groups were identified by using *t*-test with the permutation-based estimation of false discovery rate implemented in dChip [21].

## 3. Results

### 3.1. Time Course of MIA-Induced Gene Expression Alterations in the Blood

We used whole-genome Affymetrix Rat Gene 2.0 ST microarrays to analyze the time course of gene expression alterations in rat peripheral blood following MIA treatment (1 mg, i.a.). 

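Whole blood RNA was hybridized to 50 arrays, 1 per blood sample. The labels give 6 rats injected with MIA and 4 naive rats, each bled from the tail vein at day 0 and at days 2, 14, 21 and 28, whereas the methods state the same number of samples for each group. MIA blocks glycolysis in cartilage cells, and 1 mg was injected into the knee joint. The naive rats were not injected, so the samples hold no injection of vehicle alone. The authors subtracted the background, normalized the arrays by quantiles and deposited log2 signals for 36685 probe sets. Of these, 14824 carry 1 gene symbol, 829 carry several and 21032 are left unnamed here. The array of MIA day 21 replicate 4 has a standard deviation of 1.00 over its log2 signals, against 1.80 to 1.99 on the other 49 arrays, and a mean correlation of 0.243 with the others, where the others have 0.920 to 0.954. Figure 1 shows 5 MIA rats at day 21, and the paper gives no reason for leaving 1 out. The missing column is taken here as replicate 4, with a numeral printed VI read as IV, since the figure does not use the labels of the arrays. Values below come first from the 49 arrays without it, called those of Figure 1, and then, where they differ, from all 50.

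Changes were estimated with limma as the difference between the group means of the log2 signals, with 1 variance per probe set shared over the 10 groups of treatment and day. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 within its comparison. A second fit took the rat as a block, since each rat was bled 5 times. In simulated data of the same design, the test recovered 94% of changes of 1 on the log2 scale at MIA day 28 and 25% of changes of 0.5. For a difference between MIA and naive rats at day 28 it recovered 51% and 2%. The simulated noise was independent between arrays and between probe sets, without a level shared by the arrays of a rat. Recovery on the real arrays may therefore differ. The number of arrays limits the precision.

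Lists of genes for blood cell types and pathways were fixed before the data were examined and tested with camera, which asks whether the genes of a list change more than other genes. It was run with a preset correlation between genes of 0.01 and again with an estimated correlation. With the estimate, 1 list passed at naive day 21 and none of the 29 lists passed in any other comparison of the 49 arrays.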

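By day 28 after MIA injection, some genes of cytotoxic lymphocytes and of neutrophils were higher in the blood than at day 0, and some genes of red cell precursors were lower. Gzma, a granule protease of cytotoxic cells, rose by 1.61 on the log2 scale (standard error 0.25, adjusted p = 0.000105 from limma, higher in 6 of 6 rats). Gzmk, a related protease, rose by 1.32 (standard error 0.20, adjusted p = 8.39e-05). Csf1, a growth factor of macrophages, rose by 1.37 (standard error 0.31, adjusted p = 0.00905), and Retnlg, a neutrophil gene, by 1.36 (standard error 0.22, adjusted p = 0.000288). Slc16a10, an amino acid transporter, fell by 1.13 (standard error 0.14, adjusted p = 2.9e-06). Lower as well were Sdc3, a cell surface proteoglycan, at −1.52 (standard error 0.29), Col1a1, a chain of type I collagen, at −1.46 (standard error 0.33), and Gng12, a G protein subunit, at −1.27 (standard error 0.20).

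In all, 1564 transcripts passed at day 28 in MIA rats, 877 higher and 687 lower. At day 21 there were 244, of which 47 were higher and 197 lower. Gzma at 1.55 (standard error 0.26), Nkg7, a granule protein of cytotoxic cells, at 0.94 (standard error 0.22), and Junb, a transcription factor of the AP-1 family, at 0.68 (standard error 0.17) were among those that rose by then. No transcript passed in limma at day 2 or at day 14, where 2073 and 2438 had an unadjusted p under 0.05. With the rat as a block, 7 passed at day 14 and none at day 2, and on all 50 arrays none passed on either day. The counts moved with the rats included. Leaving out 1 rat at a time gave 303 to 1987 at day 28 and 24 to 339 at day 21, both lowest without MIA replicate 3.

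Of 42 erythroid and reticulocyte genes, 12 fell at day 28 in MIA rats, none rose and 30 did not pass (25 lower when adjusted over the list alone). The median change was −0.47, and Slc25a37, a mitochondrial iron importer, fell by 1.08 (standard error 0.19). The list passed with adjusted p = 5.19e-13, and had adjusted p = 0.225 with an estimated correlation. Of 22 NK and cytotoxic cell markers, 9 rose and none fell (12 when adjusted over the list alone), with a median of 0.51 (adjusted p = 2.08e-09, and adjusted p = 0.121 with an estimated correlation). Prf1, which forms pores in target cells, rose by 0.90 (standard error 0.20).

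Naive rats bled on the same days showed like changes. Of the 1564 transcripts, 93.3% had the same sign of change in naive rats, where over all probe sets 68.8% had. There, 750 passed at day 28, 425 higher and 325 lower, and 122 at day 21, 14 higher and 108 lower. Without naive replicate 3 these were 45 and 2. Both treatments shared 190 higher and 167 lower transcripts at day 28, where independent lists would share 10.2 and 6.09. Gzmk rose by 1.20 (standard error 0.24) in naive rats, and Klf1, a master regulator of red cell genes, fell by 1.10 (standard error 0.23). The median over the erythroid genes was −0.55 in naive rats (4 lower, adjusted p = 2.42e-13, and adjusted p = 0.299 with an estimated correlation). The NK median there was 0.67 (8 higher, adjusted p = 4.8e-11, and adjusted p = 0.0594 with an estimated correlation).

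With MIA day 21 replicate 4 included, 142 transcripts passed at day 21 and 4 at day 28 in MIA rats, among them Gpr4, a proton-sensing receptor, at −1.36 (standard error 0.22 on 49 arrays, adjusted p = 0.00797). In naive rats none passed then at day 21, where 2547 had an unadjusted p under 0.05, and 2 passed at day 28. With the rat as a block, 984 and 2780 passed in MIA rats and 678 and 1684 in naive rats on the 49 arrays.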

The early, intermediate, and relatively late changes in mRNA abundance were analyzed at four time points (2, 14, 21, and 28 days following MIA injection) and compared to day 0 before MIA treatment (Figure 1). 

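The difference between MIA and naive rats in the change from day 0 was tested for each transcript, over all 4 days together. Shroom4, a cytoskeletal protein gene, and LOC102555659 were among 6 transcripts with an unadjusted p under 0.0001. The MIA change of Shroom4 at day 28 lay −0.64 from the naive change (standard error 0.17), and that of LOC102555659 lay −0.75 away (standard error 0.17). The other 4 carry no gene symbol. All 6 are among the 72 transcripts of Supplementary File 1. Chance would give 3.67 of 36685 probe sets at this threshold. None passed an adjusted p under 0.05 in limma, where 1713 had an unadjusted p under 0.05. Shroom4 and LOC102555659 were singled out after their values were seen.

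Of the 72 transcripts, 30 had an unadjusted p under 0.001, 57 under 0.01 and 63 under 0.05, and 41 were among the 72 smallest p-values of the array. The study chose them on these samples, so their small p-values are not independent evidence. Among the single-day differences with the smallest p-values were those of Fam83h, a keratin-binding protein gene, at day 2 (−1.22, standard error 0.28, adjusted p = 0.229) and of Tnk2, a nonreceptor tyrosine kinase, at day 14 (−1.16, standard error 0.26, adjusted p = 0.752). No transcript passed at day 2, 14, 21 or 28 in limma, and 2058, 1549, 1321 and 1488 had an unadjusted p under 0.05. Before injection, Tnk2 was already 0.85 higher in the MIA rats than in the naive rats (standard error 0.18, adjusted p = 0.493), and Tead2, a partner of YAP in transcription, stood at −0.56 from them (standard error 0.14, adjusted p = 0.828). No transcript passed at day 0, where 1554 had an unadjusted p under 0.05.

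With all 50 arrays, 1 transcript had an unadjusted p under 0.0001 for the difference over days, and 1 did with the rat as a block on 49 arrays. From its own filter, the paper concludes that the expression of these transcripts was altered during the development of knee joint arthritis.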

Microarray data analysis using ANOVA filtering (time and treatment as factors, *P* < 0.0001) identified 72 transcripts (expected number of false positives ~4) with the expression level altered during the development of knee joint arthritis (Supplementary File 1 available online at https://doi.org/10.1155/2017/1746426). The further analyses were focused on a list of 41 annotated genes. 

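The 41 transcripts of patterns A to C, the annotated part of the 72, moved little on average in MIA rats. Their mean change from day 0 was −0.04 ± 0.05 (SD, n = 6) at day 2, −0.07 ± 0.08 (SD, n = 6) at day 14, −0.07 ± 0.06 (SD, n = 5) at day 21 and −0.07 ± 0.07 (SD, n = 6) at day 28 on the log2 scale. In the 4 naive rats, the means were 0.12 ± 0.04 (SD) at day 2, 0.12 ± 0.05 at day 14, 0.06 ± 0.10 at day 21 and 0.15 ± 0.03 at day 28. Among their genes are Gna13, a G protein subunit, Brca1, a DNA repair gene, and Rpl19, a protein of the ribosome. With MIA day 21 replicate 4, the mean at day 21 was −0.20 ± 0.32 (SD, n = 6).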

Interestingly, we found more genes with decreased (20 with a fold change lower than −0.38 at least at one time point of the experiment) than increased (6 with a fold change greater than 0.38 at least at one time point of the experiment) mRNA abundance level after the MIA treatment. 

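Elfn1, a synaptic protein gene, was among the genes of the 41 that were lower by more than 0.38 on the log2 scale in MIA rats, at −0.39 ± 0.10 (SD, n = 6) at day 28. Rpl19 was among the higher ones, at 0.44 ± 0.18 (SD, n = 6) on the same day. Comparing the group mean of each day with day 0, 11 of the 41 transcripts were lower by more than 0.38 on 1 day or more and 6 were higher. On the full set of 50 arrays there were 14 lower and 7 higher, 2 of them in both directions on different days. Of the whole 72, 22 were lower and 17 higher on the 49 arrays. Taken as the MIA change minus the naive change, a comparison chosen after seeing the data, 29 of the 41 were lower and 12 higher, 3 of them in both directions on different days. These counts rest on means alone. In the limma test over all probe sets, 8 of the 41 passed at day 28 in MIA rats, 7 lower and 1 higher. Elfn1 fell (standard error 0.12, adjusted p = 0.0444) and Rpl19 rose (standard error 0.12, adjusted p = 0.0297). Neither passed with all 50 arrays (adjusted p = 0.203 and adjusted p = 0.8 in limma), where 4 of all probe sets passed at day 28 in MIA rats.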

The overall number of transcripts regulated throughout the experiment was rather stable 17, 27, 18, and 21 (at the respected time point) (Figure 1).

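Pattern A, B and C transcripts past a change of 0.38 in MIA rats numbered 5 at day 2, 5 at day 14, 8 at day 21 and 11 at day 28. At day 2, 3 were lower and 2 higher, and at day 28, 8 were lower and 3 higher. Tnk2 was past it on each of the 4 days, but not at day 21 with all 50 arrays (−0.37). Ppp1cb, a catalytic subunit of protein phosphatase 1, was past it at day 28, where it also passed in limma over all probe sets (standard error 0.11, adjusted p = 0.0345 on 49 arrays and adjusted p = 0.73 on 50). With all 50 arrays the count at day 21 was 10. Over the 72 transcripts the counts on the 49 arrays were 20, 8, 14 and 18. As the MIA change minus the naive change, 17, 18, 12 and 22 of the 41 were past 0.38, a comparison chosen after seeing the data. As MIA minus naive levels on the same day, without day 0, 13, 6, 15 and 6 were past it with all 50 arrays.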

### 3.2. Gene Signatures Associated with OA Progression

Hierarchical clustering revealed three major gene transcription patterns (arbitrarily described as A–C; Figure 1). 

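Within each pattern of the paper, transcripts varied together only loosely over the arrays of the MIA rats. The mean correlation between pairs of transcripts was 0.144 within pattern A, which holds Kctd2 and Rpl19, 0.278 within pattern B, which holds Brca1 and Tead2, and 0.0889 within pattern C, which holds Tnk2 and Gna13. Between A and B it was −0.132. Genes are not independent replicates, so these are descriptions across transcripts. Average linkage on Euclidean distance of the standardized log2 signals of the 29 MIA arrays gave clusters of 25, 15 and 1 transcripts, and 20 of 41 transcripts fell in the cluster that best matched their pattern (adjusted Rand index 0.0961, where 1 is a perfect match). With all 30 MIA arrays the clusters held 19, 18 and 4, and 19 of 41 matched. A version chosen after seeing the data matched 41 of 41, with clusters of 16, 14 and 11. In it the 49 arrays were normalized by quantiles again, each rat's own mean was removed, and the values were taken relative to the naive rats of the same day.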

Pattern A (14 transcripts) was downregulated 2 days after the MIA treatment and returned close to the basal level after 28 days. 

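At day 2 after MIA injection, the mean over the 14 transcripts of pattern A was lower in all 6 rats. Among these transcripts is Kctd2, which encodes an adaptor protein of a ubiquitin ligase. Their mean change from day 0 was −0.17 ± 0.06 on the log2 scale (SD, n = 6; exact sign-flip test, two-sided, p = 0.0312, the smallest p that 6 rats allow; adjusted p = 0.125 over 12 comparisons of patterns and days). Single genes were less uniform in MIA rats: Kctd2 was lower in 4 of 6, and Rpl19 was higher in 4 of 6. In naive rats the mean over the 14 transcripts was higher in 4 of 4, by 0.37 ± 0.08 (SD, n = 4). The difference of −0.54 between treatments had p = 0.00476 in an exact two-sided permutation of the rats, the smallest p that 6 against 4 allow (adjusted p = 0.019). At day 28 the change was 0.03 ± 0.09 in MIA rats (exact p = 0.469) and 0.10 ± 0.09 in naive rats. In between it was −0.04 ± 0.16 at day 14 and 0.03 ± 0.06 at day 21 (SD, n = 5) in MIA rats. With MIA day 21 replicate 4, it was −0.11 ± 0.35 (SD, n = 6). The study chose these transcripts on the same samples, so the pattern is not independent evidence of their direction.

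**Figure D1:**
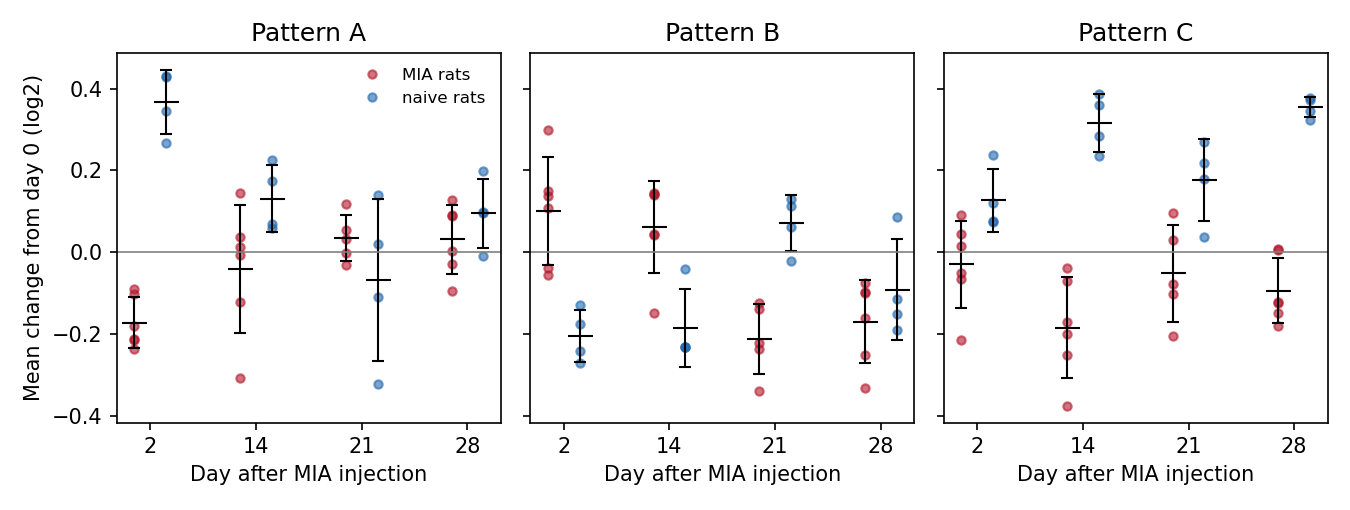
Mean change from day 0 (log2, vertical axis) over the transcripts of patterns A, B and C at days 2, 14, 21 and 28 (horizontal axis), 1 point per rat, with the group mean and SD in black, for MIA rats (red) and naive rats (blue) on the 49 arrays of Figure 1. In pattern A at day 2 all 6 MIA rats lie below 0 and all 4 naive rats above it.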

The expression of genes with pattern B (11 transcripts) showed an increase in mRNA abundance levels at point 2 days and decreased at later points of the experiment (21–28 days). 

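Pattern B, 11 transcripts that include Brca1 and Ppargc1b, a coactivator of mitochondrial genes, had a mean change of 0.10 ± 0.13 on the log2 scale at day 2 in MIA rats (SD, n = 6; higher in 4 of 6; exact sign-flip p = 0.125). In naive rats it was −0.21 ± 0.06 (SD, n = 4), lower in all 4. The difference of 0.30 had an exact permutation p = 0.00952 (adjusted p = 0.0229). At day 21 the change was −0.21 ± 0.09 (SD, n = 5), lower in all 5 MIA rats of Figure 1 (exact p = 0.0625, the smallest p that 5 rats allow), against 0.07 ± 0.07 in naive rats. The difference of −0.28 had an exact permutation p = 0.00794 (adjusted p = 0.0229). At day 28 the MIA change was −0.17 ± 0.10, lower in 6 of 6 rats (exact sign-flip test, adjusted p = 0.125), and the naive change −0.09 ± 0.12. The treatments then differed by −0.08 (exact permutation p = 0.338). With MIA day 21 replicate 4, the day 21 change was −0.11 ± 0.25 (SD, n = 6) and the difference from naive rats had an exact permutation p = 0.21. As for pattern A, the transcripts were chosen on these samples, so the p-values are not independent evidence.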

Pattern C (16 transcripts) consisted of genes displays a decrease of expression during 2–28 days of the OA development. 

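Pattern C, 16 transcripts that include Tnk2, Gna13 and Wdr37, had mean changes from day 0 of −0.03 ± 0.11 at day 2, −0.19 ± 0.12 at day 14, −0.05 ± 0.12 at day 21 and −0.09 ± 0.08 at day 28 on the log2 scale in MIA rats (SD, n = 6, and n = 5 at day 21). All 6 rats were lower at day 14, and 3, 3 and 4 rats at days 2, 21 and 28. Over the same transcripts, the mean in the 4 naive rats was above day 0 on every day in every rat. It was higher by 0.13 ± 0.08 at day 2, 0.32 ± 0.07 at day 14, 0.18 ± 0.10 at day 21 and 0.36 ± 0.03 at day 28 (SD). Single genes could go the other way, as Wdr37 at day 2, which was lower in 4 of 4 naive rats. The difference between treatments was −0.50 at day 14 and −0.45 at day 28, each with an exact permutation p of 0.00476 and adjusted p = 0.019 over 12 comparisons. It was −0.16 at day 2 and −0.23 at day 21 (adjusted p = 0.05 for each). All days were set against the same day 0, when levels already differed between the groups. In MIA and naive rats the log2 level was then 3.80 and 2.95 for Tnk2, 5.77 and 5.32 for Gna13, and 4.43 and 4.29 for Wdr37. The transcripts were chosen on these samples, so the p-values are not independent evidence. With MIA day 21 replicate 4, the day 21 change was −0.33 ± 0.69 (SD, n = 6), and that array alone was at −1.72.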

Example genes from the particular patterns include pattern A, *Kctd2*, *Fam83h*, and *Ints7*; pattern B, *Brca1*, *Ppargc1b*, and *Tead2*; and pattern C, *Tnk2*, *Gna13*, and *Ppp1cb*. 

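Tnk2 was the example gene with the widest change in MIA rats. It was lower than at day 0 in 6 of 6 rats at day 14, at −0.78 ± 0.20 on the log2 scale (SD, n = 6), while naive rats were at 0.38 ± 0.31 (SD, n = 4). The difference had adjusted p = 0.0275 in an exact permutation of the rats, adjusted over 52 comparisons of 13 genes and 4 days. All 13 genes come from transcripts that the study chose on these same samples, and the adjustment does not cover that choice. The permutation p-values of these genes are therefore not independent evidence. Gna13 was at −0.12 ± 0.34 at day 14 in MIA rats and at 0.79 ± 0.28 in naive rats (exact permutation, adjusted p = 0.0381). Fam83h was at −0.61 ± 0.53 at day 2 in MIA rats and at 0.62 ± 0.17 in naive rats (exact permutation, adjusted p = 0.0381). Ints7, a subunit of the Integrator complex, was at −0.22 ± 0.27 and 0.18 ± 0.24 at the same day (exact permutation, adjusted p = 0.103).

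Brca1 was higher in 6 of 6 MIA rats at day 2, at 0.29 ± 0.21, against −0.07 ± 0.09 in naive rats (exact permutation, adjusted p = 0.0496). Ppargc1b was at 0.14 ± 0.29 and −0.34 ± 0.16 (exact permutation, adjusted p = 0.0826). Tead2 was at 0.37 ± 0.32 at day 14 in MIA rats and at −0.52 ± 0.58 in naive rats (exact permutation, adjusted p = 0.0496). Brca1 at day 2 and Tead2 at day 14 did not pass with all 50 arrays (exact permutation, adjusted p = 0.0531 for each). None of these genes passed the limma test over all probe sets for the difference between treatments. The array of MIA day 21 replicate 4, which Figure 1 leaves out, had a log2 signal of 3.15 for Gna13 and 4.37 for Tnk2. With that array, Ppp1cb at day 21 had the widest mean change, −1.155 ± 1.928 (SD, n = 6).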

Three main groups of coexpressed genes revealed diverse time-dependent profiles of up- and downregulation (Figure 1). 

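The time profiles of single genes within a pattern differed. In pattern A, Kctd2 was at −0.16 ± 0.26 at day 2 and 0.26 ± 0.23 at day 21 in MIA rats (SD, n = 6 and n = 5), while Elfn1 was at −0.18 ± 0.10 at day 2 and −0.26 ± 0.11 at day 21. In pattern B, Brca1 was at −0.09 ± 0.22 at day 21 and Tead2 at 0.10 ± 0.21. In pattern C, Ppp1cb was at −0.37 ± 0.15 at day 21 and Gna13 at −0.01 ± 0.29. These are changes from day 0 on the log2 scale, each gene from 1 probe set.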

To identify functional associations between the genes with similar expression profile in blood induced by MIA, we used Enrichr gene list enrichment analysis tool [22]. A list of genes from each gene expression pattern was analyzed by the WikiPathways 2016 categories. 

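Some genes of cytoplasmic ribosomal proteins rose in MIA rats by day 28. Of 45 measured, 7 rose, none fell and 38 did not pass (11 higher when adjusted over the list alone), with a median of 0.23 on the log2 scale. Rpl34 rose by 0.48 (standard error 0.11, adjusted p = 0.00747 from limma) and Rpl14 by 0.63 (standard error 0.14, adjusted p = 0.00754). The list passed with adjusted p = 3.82e-06, and had adjusted p = 0.291 with an estimated correlation. Taken against the naive change, the median at day 28 was 0.30, with 41 of 45 genes above 0 (adjusted p = 1.03e-11, and adjusted p = 0.425 with an estimated correlation). No single gene passed in that comparison. At day 2 the median in MIA rats was 0.12 (adjusted p = 1.47e-05, and adjusted p = 0.69 with an estimated correlation). Erythroid genes fell and NK markers rose in the same samples by day 28, as described above. Whether a change in the mix of cells moved the ribosomal list or the list below was not tested.

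Of 64 genes of mRNA processing and splicing, 4 rose and 1 fell at day 28 in MIA rats (11 higher and 3 lower when adjusted over the list alone). Hnrnpm, which binds pre-mRNA, rose by 0.61 (standard error 0.15), and Celf1, a splicing regulator, fell by 0.54 (standard error 0.14). The median was 0.31 in MIA rats and 0.30 in naive rats, where 2 rose and 2 fell. The calls had adjusted p = 0.291 and adjusted p = 0.33 with an estimated correlation. At day 14 the difference between treatments was −0.12 (adjusted p = 0.0466, and adjusted p = 0.967 with an estimated correlation).

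Pattern A holds 10 named genes and shares 1 with the ribosomal list, Rpl19 (Fisher's exact test, one-sided, p = 0.0305, adjusted p = 0.0915 over 9 pairs of pattern and list). Pattern B holds 8 named genes and shares 2 with the mRNA list, Brca1 and Ppargc1b (exact p = 0.000524, adjusted p = 0.00236). These 3 genes were put on the lists because the paper names them, and the study chose the patterns on these samples, so the overlaps are not independent evidence. The background was 14557 named genes. Using every one of the 50 arrays no gene of either list passed at day 28 in MIA rats.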

Overrepresentation of genes involved in cytoplasmic ribosomal proteins (pattern A, *Rpl19*) and mRNA processing (pattern B, *Brca1* and *Ppargc1b*) was observed. The pattern C was significantly enriched in transcripts connected to G13 signaling pathway (*Ppp1cb*, *Gna13*, and *Tnk2*).

### 3.3. Analysis of the Transcriptional Signatures in Blood of OA Patients

We have analyzed a list of the transcripts (45 microarray probes) regulated by MIA treatment in the microarray dataset obtained from the GARP study [11]. The dataset consists of peripheral blood gene expression profiles of 106 OA patients and 33 controls. We found three differentially expressed genes (TNK2, WDR37, and KCTD2) between the cases and controls (*P* < 0.01). 

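In rat blood, Tnk2 was lower after MIA injection than at day 0 on every day measured, from a day 0 level above that of the naive rats. The log2 level was 3.80 ± 0.17 in MIA rats and 2.95 ± 0.33 in naive rats at day 0 (SD, n = 6 and n = 4), and 3.37 and 3.37 at day 2, 3.02 and 3.33 at day 14, 3.25 and 3.15 at day 21 and 3.25 and 3.09 at day 28. The change was −0.43 ± 0.26 at day 2, −0.59 ± 0.24 at day 21 and −0.55 ± 0.32 at day 28 (SD, n = 6, and n = 5 at day 21), lower in every rat of Figure 1. Naive rats were at 0.41 ± 0.40, 0.19 ± 0.24 and 0.13 ± 0.54 (SD, n = 4). The difference between treatments had an exact permutation p of 0.00476 at day 2, 0.00794 at day 21 and 0.0381 at day 28, with adjusted p = 0.0275, 0.0381 and 0.0898. On the full 50 arrays the day 21 change was −0.37, lower in 5 of 6 rats, and replicate 4 was at 0.76 (exact permutation, adjusted p = 0.193 for the difference). Kctd2 at day 2 was at 0.50 ± 0.27 in naive rats, and the difference of −0.66 had an exact permutation p of 0.00476 (adjusted p = 0.0275). At day 21 its difference was 0.43 (exact permutation p = 0.0397, adjusted p = 0.0898). Wdr37, a WD repeat protein gene, was at 0.04 ± 0.16, −0.11 ± 0.40, 0.08 ± 0.28 and 0.06 ± 0.13 in MIA rats at days 2, 14, 21 and 28. It was at 0.51 ± 0.06 at day 28 in naive rats, a difference of −0.45 (exact permutation, adjusted p = 0.0275). In limma over all probe sets, Tnk2 passed at day 28 in MIA rats (standard error 0.16, adjusted p = 0.0399 on 49 arrays and adjusted p = 0.237 on 50). At day 14 it did not (adjusted p = 0.237), but passed with the rat as a block on 49 arrays (adjusted p = 0.0374) and not with the block on all 50. No change of Kctd2 or Wdr37 passed there, and none of the 3 genes passed for the difference between treatments. All 3 were chosen by the study on these samples, so their permutation p-values are not independent evidence. Kctd2 gave a low signal, with group means of 1.69 to 2.35 on the log2 scale. The median signal of the 49 arrays over all probe sets was 2.12 to 2.38. The array of MIA day 21 replicate 4 had log2 signals of 4.37 for Tnk2, 2.78 for Kctd2 and 1.99 for Wdr37. The last is a change of −2.43 from the same rat's day 0.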

All three transcripts exhibit the same direction of changes in rat model and in patients (Figure 2(b)). The mRNA levels in the PBMCs of OA patient samples reveal high heterogeneity. The separation of OA patients and healthy controls is mostly based on differences in gene expression levels of TNK2. The results provide the additional tool for stratification of the OA patients. The profiles of the identified transcripts indicate potential subgroups of OA patients (Figure 2(a)).

## 4. Discussion

OA is an idiopathic disease with an urgent need for effective therapies and well established molecular biomarkers that can be applied more broadly from the very early to the end stages of knee OA [7]. The chronic progressive process of cartilage loss in a knee joint has complex etiology. Previous studies indicated the connections of disease-associated genes with the inflammatory and apoptotic processes [23]. However, the mechanisms that translate OA-related degenerative and hypertrophic articular changes into the transcriptional responses in the blood are not completely understood. The availability of validated animal disease models gives an opportunity for evaluation of detailed time course of transcriptional changes related to the development of MIA-induced OA [15, 16]. In this study, we confirmed that transcriptional alterations associated with OA can be detected in samples of peripheral blood.

We have monitored transcriptional alterations in the rat model that reproduce time course of OA development. We report a set of 72 transcripts (representing 42 genes) with changes in the mRNA abundance levels during the OA progression. Other studies reveal various numbers of genes with the disease-altered expression in the blood [13, 14, 24]. The transcriptional changes in the peripheral blood produced by OA are subtle comparing to alterations observed in cancer or inflammatory disorders [25]. However, the lower number of genes with altered mRNA abundance levels may provide a more specific molecular signature of cartilage degeneration. Our results indicate that almost all the identified genes were regulated in concert with other genes in the form of three transcriptional modules. The three groups reveal diverse profiles of up- and downregulation of gene expression. 

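Across the 72 transcripts of Supplementary File 1, of which 41 were assigned to patterns, the mean was lower than at day 0 in every MIA rat on every day. It was −0.05 ± 0.03 on the log2 scale at day 2, −0.10 ± 0.06 at day 14, −0.09 ± 0.07 at day 21 and −0.10 ± 0.03 at day 28 (SD, n = 6, and n = 5 at day 21). Tnk2 in pattern C, Fam83h in pattern A and Ppargc1b in pattern B were among the lower genes at day 28, the last at −0.22 ± 0.20. In the 4 naive rats the means were 0.10 ± 0.03, 0.05 ± 0.05, 0.02 ± 0.10 and 0.03 ± 0.06 (SD). The study chose the transcripts on these samples, so the direction is not independent evidence. At day 28 on the 49 arrays, 14 of the 72 were lower by more than 0.38 and 4 higher. At day 2 there were 9 lower and 11 higher, at day 14 there were 7 and 1, and at day 21 there were 11 and 3. On all 50 arrays the day 21 mean was −0.12 ± 0.10 (SD, n = 6).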

The majority of the regulated genes show different patterns of decrease in the expression level during the development of MIA-induced OA. The functional connections of the identified genes may provide novel insight into the possible molecular mechanism of gene regulation associated with the development of OA.

The first group of genes showed rapid downregulation in response to MIA-treatment. 

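Among the genes of pattern A that the paper discusses, Elfn1 at day 2 was lower in 5 of 6 MIA rats and at 0.53 ± 0.42 on the log2 scale in naive rats (SD, n = 4), a difference of −0.71 (exact permutation of the rats, adjusted p = 0.0275). Strn4, a scaffold that binds calmodulin, was at −0.08 ± 0.09 in MIA rats and −0.02 ± 0.36 in naive rats at day 2 (exact permutation, adjusted p = 0.832). Rpl19 was at 0.32 ± 0.28 in MIA rats and 0.01 ± 0.16 in naive rats on that day (exact permutation, adjusted p = 0.165). All these genes were chosen by the study on the same samples, so p-values here and below are not independent evidence.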

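Single genes of pattern A stood on both sides of their day 0 level at day 28 after MIA injection. Ints7 was at 0.33 ± 0.14 on the log2 scale (SD, n = 6; higher in 6 of 6 rats) and Strn4 at 0.27 ± 0.33, whereas Fam83h was at −0.53 ± 0.44 (lower in 5 of 6) and Kctd2 at −0.07 ± 0.23. Rpl19 was 0.69 above the change of the naive rats, which were at −0.25 ± 0.22 (SD, n = 4; exact permutation, adjusted p = 0.0275). Elfn1 was lower in 6 of 6 MIA rats, and its difference of −0.48 from the naive change had an exact permutation adjusted p = 0.0898.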

The abundance levels of the transcripts went back to control level after 28 days of the experiment. These genes may serve as potential biomarkers of the initial phase of the MIA-induced OA. 

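Some genes of inflammation and innate immunity rose by day 28 after MIA injection. At day 2, the lists of cytokines, NF-kB and Toll-like receptor signalling, acute-phase response and interferon-stimulated genes did not pass (adjusted p = 0.998, 0.823, 0.788 and 0.354), and neutrophil markers had a median of −0.31 on the log2 scale over 25 genes, with 6 above 0 (adjusted p = 0.000729, and adjusted p = 0.728 with an estimated correlation), and no single gene of this list passed in limma. At day 28, Il1b, a cytokine of inflammation, rose by 1.14 (standard error 0.27, adjusted p = 0.0117, higher in 6 of 6 rats). Il1rn, which blocks the same receptor, rose by 0.93 (standard error 0.21), and Il1r2, a decoy receptor, by 1.09 (standard error 0.29). Clec4e, a receptor of myeloid cells, rose by 1.17 (standard error 0.26, adjusted p = 0.00827).

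Of 28 inflammatory cytokines and chemokines, 6 rose and none fell at day 28 in MIA rats (8 when adjusted over the list alone), with a median of 0.10 (adjusted p = 0.0113, and adjusted p = 0.291 with an estimated correlation). Of 27 genes of NF-kB and Toll-like receptor signalling, 7 rose and none fell (17 higher and 1 lower when adjusted over the list alone), with a median of 0.38 (adjusted p = 2e-08, and adjusted p = 0.225 with an estimated correlation). Myd88, the adaptor of Toll-like receptors, rose by 0.66 (standard error 0.14) and Nlrp3, a sensor of the inflammasome, by 0.99 (standard error 0.25). Of 25 neutrophil markers, 7 rose and none fell, with a median of 0.40 (adjusted p = 3.27e-05, and adjusted p = 0.291 with an estimated correlation). Of 15 genes of the acute-phase and STAT3 response, 3 rose, among them Stat3 by 0.51 (standard error 0.11), with a median of 0.33 (adjusted p = 0.00216, and adjusted p = 0.291 with an estimated correlation). Of 24 interferon-stimulated genes, 1 rose and 1 fell, with a median of 0.31 (adjusted p = 0.0158, and adjusted p = 0.44 with an estimated correlation).

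Naive rats had changes in the same direction at day 28. The median over the NF-kB and Toll-like receptor genes was 0.27 there, with 2 higher and 1 lower (adjusted p = 0.000141, and adjusted p = 0.33 with an estimated correlation). It was 0.53 over the neutrophil markers, with 4 higher (adjusted p = 0.000222, and adjusted p = 0.33 with an estimated correlation), and 0.24 over the cytokines, with none past the test (adjusted p = 0.00338, and adjusted p = 0.299 with an estimated correlation). Myd88 rose by 0.68 (standard error 0.17) in naive rats, and Il1b was at 0.91. The MIA change of Il1b was 0.22 above the naive change (standard error 0.42, adjusted p = 1). None of these lists passed for the difference between treatments at day 28. The erythroid genes, described above, were lower in both treatments at this time. With all 50 arrays, no single gene of these lists passed at day 28 in MIA rats. The paper states that it found no activation of inflammatory or immunological factors in response to MIA.

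**Figure D2:**
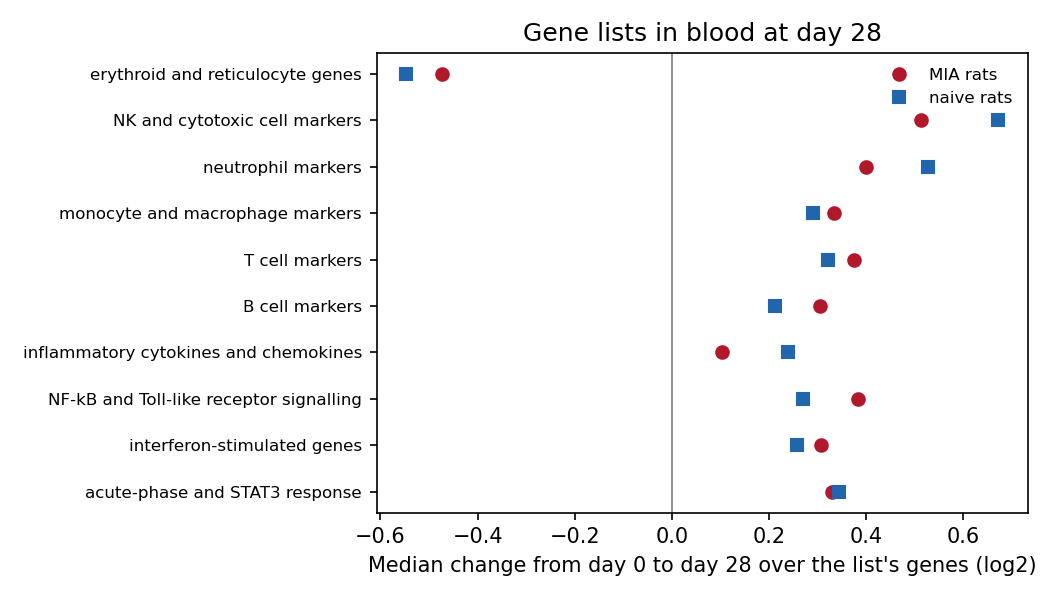
Median change from day 0 to day 28 (log2, horizontal axis) over the genes of 10 lists (vertical axis) in MIA rats (red circles) and naive rats (blue squares) on 49 arrays. In both treatments the erythroid median lies below 0 and the NK median above it.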

Surprisingly, in response to MIA injection, we did not find activation in gene expression of factors involved in inflammatory or immunological processes. The genes from this group show heterogeneous biological functions, as for example, *Elfn1* is involved in neuronal transmission [26], *Strn4* is a scaffolding and signaling protein that binds calmodulin [27], and *Ints7* is a subunit of the integrator complex that mediates processing of small RNAs [28]. 

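Brca1 in pattern B was at −0.07 ± 0.34 on the log2 scale at day 14 and 0.02 ± 0.16 at day 28 in MIA rats (SD, n = 6), after its higher level at day 2. Ppargc1b was lower in 5 of 6 rats at day 14, at −0.16 ± 0.16, and the naive rats were at −0.16 ± 0.42 (SD, n = 4; exact permutation, adjusted p = 0.99). Tead2 was at 0.07 ± 0.41 at day 2 and 0.10 ± 0.22 at day 28, where the naive rats were at −0.53 ± 0.40 (exact permutation, adjusted p = 0.0381). Its log2 level at day 0 was already 1.97 in MIA rats and 2.53 in naive rats. Over the whole pattern, the change at day 14 was 0.06 ± 0.11 in MIA rats and −0.19 ± 0.10 in naive rats, a difference of 0.25 (exact permutation, adjusted p = 0.0381). Since the pattern was chosen on these samples, these p-values are not independent evidence.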

The second group of coexpressed genes displayed a strong increase in expression 2 days after the treatment, which was later decreased and went back to control level at the last time point of the experiment. Genes from this pattern may indirectly point out molecular mechanisms triggered during the intermediate phase of OA development. The particular genes from this cluster *Ppargc1b* and *Brca1* are associated with the regulation of bone remodeling [29] and binding of steroid receptor hormones [30]. The third identified pattern of transcriptional alterations consisted of gradually downregulated genes. These genes may serve as novel biomarkers of OA progression. In this group, we found a significant enrichment of factors involved in the G13 signaling pathway. 

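Ppp1cb, a pattern C gene, changed from day 0 in MIA rats by −0.05 ± 0.18 on the log2 scale at day 2, −0.32 ± 0.16 at day 14, −0.37 ± 0.15 at day 21 and −0.40 ± 0.15 at day 28 (SD, n = 6, and n = 5 at day 21), with 4, 6, 5 and 6 rats lower. At day 21 on all 50 arrays it was at −1.15 ± 1.93 (SD, n = 6). Its difference from the naive change was −0.58 at day 28 (exact permutation, adjusted p = 0.0275). Gna13 was at 0.02 ± 0.26 at day 28 in MIA rats, and its difference of −0.77 came with 0.79 ± 0.23 in naive rats (exact permutation, adjusted p = 0.0275). At day 0 the log2 level was already 8.09 in MIA and 7.71 in naive rats for Ppp1cb, and 5.77 and 5.32 for Gna13. Both genes were chosen by the study on these samples, so their p-values are not independent evidence. Tnk2 was lowest at day 14.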

G13-mediated signaling was described as the process required for platelet hemostasis and thrombosis [31].

With the aim to validate potential biomarkers of OA progression, we looked for the common molecular changes observed in both, the animal model and OA patients [11, 12]. We reevaluated the available gene expression dataset from the GARP study to search for genes whose expression levels are significantly changed in both humans and rats [11]. We found three genes (TNK2, WDR37, and KCTD2) which are differentially expressed genes between the cases and controls in both the datasets. The number of genes overlapping between the two experiments is relatively low. The differences in the profile of OA-related transcriptional alterations between the whole blood of rats and human PBMCs may also influence the comparison. However, we observed the same directions of alterations in the level of mRNA abundance for all the three genes in a rat model and in humans. We found relatively high individual variability in the expression level of the identified transcripts between the patients.

By using expression profiles of the three identified genes, it might be possible to distinguish potential subgroups of OA patients. WDR37 protein is a member of the WD repeat protein family involved in a variety of cellular processes, including cell cycle progression, signal transduction, apoptosis, and gene regulation [32]. The upregulation of *Wdr37* was observed in a specific subgroup of OA patients. Interestingly, the *Wdr37* knockout mice (Wdr37^tm1a(KOMP)Wtsi^) exhibit skeleton abnormalities, including vertebral fusion and increased bone mineral content (MGI:1920393). The increase in mRNA expression of the potassium channel tetramerization domain containing protein KCTD2 was noticeable in a different group of OA patients. Based on the time-specific profiles of transcriptional alterations revealed in rats, we can suggest that the changes observed in patients may be connected to specific stages of the disease. The third gene TNK2 encoding nonreceptor tyrosine kinase [33], involved in the G13 signaling, showed decreased expression in the majority of OA patients. Further studies are required to indicate the functional meaning of the observed changes in gene expression associated with the development of OA.

Several potential limitations should be acknowledged in the current study. The transcriptional alterations detected in the blood provide indirect indicators of pathophysiological conditions linked to the development of knee OA. The limitations of our strategy also include potential differences in OA etiology between human and animal model. Still, it is necessary to identify biomarkers of OA in preclinical research that can be applied more broadly from the very early stage to the end stage of knee OA and to design better management systems for patients with knee OA. The molecular differences may occur even if the usability of the MIA-induced model of knee OA in rats has been already validated [44]. Our analysis of molecular changes in both rats and humans was based on publicly available gene expression dataset. The conclusions from this part of the results are limited by no access to the clinical description of the patients. Despite these limitations, the obtained results may provide new biomarkers associated with the development of knee OA. Genetic biomarkers have the potential to detect early changes or to prediagnose in OA and classify the OA itself as shown in cancer. Epigenetic mechanisms in cartilage and osteoarthritis include DNA methylation, histone modifications, and microRNAs [34, 35].

## 5. Conclusions

Gene profiling in blood indicated three major patterns of expression associated with the development of OA in a rat model. The present results suggest that alterations in G13 signaling pathway activity in the blood might be associated with the progression of the disease. The expression changes of the three selected transcripts were also found in OA patients and suggest that the molecular stratification of the patients would be possible. The obtained results indicate heterogeneity of gene expression and potential connections with the clinical profiles of the OA patients. The identified genes may provide novel candidates for stage-specific molecular biomarkers of OA progression.

## Supplementary Material

Supplementary File 1: A table listing the results of the ANOVA filtering (time and treatment as factors with the expression level altered during the development of knee joint arthritis. 

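The first sheet of the table gives a probe set, a gene name and the paper's p-value for each of 72 transcripts, and the second assigns 41 of them to patterns A to C. The paper's p-values run from 1.75e-06 to 9.64e-05, with a median of 4.2e-05. Over all 72 transcripts, the test of the difference between treatments over days gave a median unadjusted p of 0.00133 on 49 arrays and 0.00826 on 50.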

The second sheet contains lists of the genes from the three gene expression clusters a, b and c

## Figures and Tables

**Figure 1:**
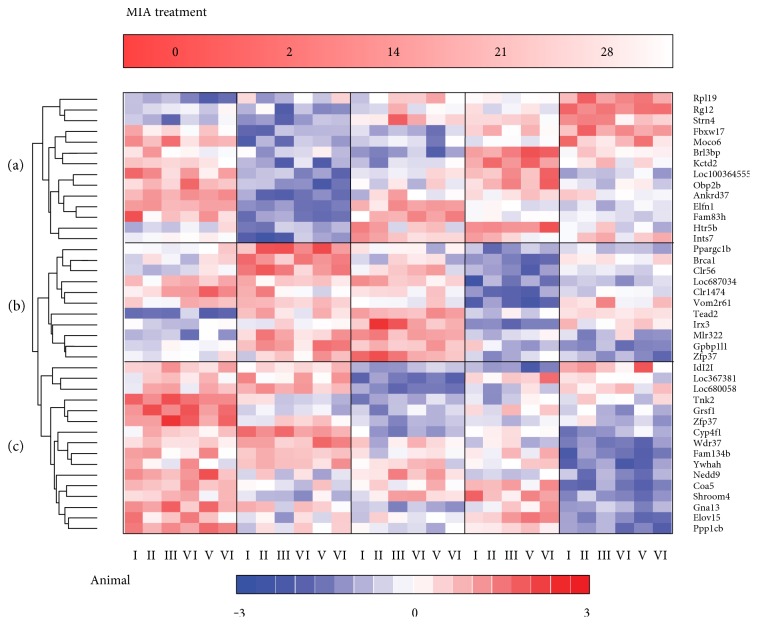
Gene expression patterns in blood associated with OA progression in the rat model of the knee joint arthritis. Hierarchical clustering of MIA-induced transcriptional alterations in whole blood. Microarray results are shown as a heat map and include 41 transcripts with significantly different levels of transcript abundance. Colored rectangles represent transcript abundance 2, 14, 21, and 28 days after the intra-articular injection of the MIA of the gene labeled on the right. The intensity of the color is proportional to the standardized values (between −3 and 3) from each microarray, as indicated on the bar below the heat map image. Hierarchical clustering was performed with the dChip software using Euclidean distance and average linkage method. Major MIA-induced gene transcription patterns are arbitrarily described as A–C. The regulated genes from gene clusters A–C were labeled on the right.

**Figure 2:**
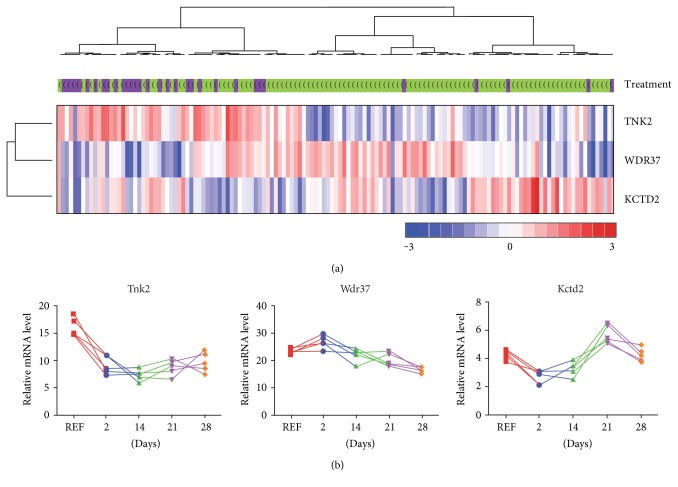
Gene expression profiles of three genes regulated in both animal model and human blood samples. (a) Clustering of the OA patients based on the expression of three genes commonly regulated in the blood of rats and humans. mRNA abundance levels measured by the microarrays were obtained from the GARP study [11]. The dataset consists of blood gene expression profiles of 106 OA patients and 33 controls (OA samples were indicated by green while controls by violet colors). The intensity of the color is proportional to the standardized values (between −3 and 3) from each microarray, as indicated on the bar below the heat map image. Hierarchical clustering was performed with the dChip software using correlation distance metric and centroid linkage method. (b) Time course of gene expression alterations in rat blood of the selected genes. The profiles of individual animals are presented (*n* = 5).

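On the linear scale, Tnk2 had a mean level of 14.0 ± 1.62 in the MIA rats at day 0 (SD, n = 6), 10.6 ± 2.68 at day 2, 8.14 ± 0.91 at day 14, 9.51 ± 0.77 at day 21 (n = 5) and 9.80 ± 2.89 at day 28. Its level at day 14 ran from 6.86 to 9.31 and lay below every rat's level at day 0, which ran from 12.3 to 15.7. Kctd2 had 4.06 ± 0.61 at day 0, 3.66 ± 0.84 at day 2, 3.72 ± 0.65 at day 14, 4.70 ± 0.55 at day 21 and 3.86 ± 0.57 at day 28. Wdr37 had 21.6 ± 1.85 at day 0, 22.4 ± 3.69 at day 2, 20.4 ± 4.70 at day 14, 22.8 ± 2.62 at day 21 and 22.4 ± 0.69 at day 28. Wdr37 overlapped between all days in its ranges over rats, and Kctd2 did but for day 14 (2.44 to 4.14) against day 21 (4.18 to 5.63). The 5 rats at day 21 are those other than MIA day 21 replicate 4.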

## Data Access

Microarray data are available in the NCBI Gene Expression Omnibus (GEO: GSE99021).

How the deposited data were processed for this re-analysis (not part of the article)

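Whole blood of male Wistar rats was measured on 50 Affymetrix arrays, 1 per blood sample. The labels give 6 rats injected with MIA and 4 naive rats, each bled at days 0, 2, 14, 21 and 28. The methods state the same number of samples for each group, and the text follows the labels. The authors subtracted the background, normalized the arrays by quantiles and took logarithms; the deposited values are log2 signals per probe set. The submitters name oligo 1.36.1. How probes were summarized is not stated. The values of 36685 probe sets were used as deposited, and no pair of arrays held equal sorted values. Gene symbols came from the platform's table, and 14670 of them were matched to a table of gene names for GRCr8, which changed none.

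Linear models were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group of treatment and day and a moderated variance per probe set. The comparisons were each day against day 0 within MIA rats and within naive rats, the MIA change minus the naive change at each day, MIA against naive rats at day 0, the 4 changes of a treatment together, and the 4 differences between treatments together. Moderated t and F statistics were used, two-sided for single comparisons, and p-values were adjusted by the Benjamini-Hochberg method within each comparison at 0.05. The count over the 4 differences used the paper's threshold, an unadjusted p of 0.0001. The fit was made for all 50 arrays and for 49 arrays, called those of Figure 1. That figure shows 5 MIA rats at day 21, and the paper does not say why. The absent one is taken as MIA replicate 4, with a numeral printed VI read as IV; this identity is inferred. Since each rat was bled 5 times, a second fit took the rat as a block. The mean correlation between arrays of the same rat, after the group means were removed, was 0.0821 on the 49 arrays, and between arrays of different rats −0.0195. Every rat had a positive mean, from 0.0473 to 0.134. The block had been set beforehand as an alternative, because the paper's ANOVA names time and treatment as its factors. It matters for the counts: on the 49 arrays, 984 and 2780 transcripts passed with it at MIA days 21 and 28, against 244 and 1564 without it.

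The paper's 72 transcripts and its patterns A to C for 41 of them were taken from Supplementary File 1. For each pattern and rat, the mean change from day 0 over the transcripts was computed. Changes within MIA rats were tested by exact sign-flip tests, and differences between treatments by exact permutation of the rats, both two-sided. These p-values were adjusted over 12 comparisons of patterns and days, and over 52 comparisons for 13 genes that the text of the paper names. Counts past a log2 change of 0.38 used group means without a test. The 41 transcripts were clustered into 3 groups by average linkage on Euclidean distance. Overlaps between patterns and gene lists were tested by Fisher's exact test, one-sided. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.

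In all, 29 lists of genes for cell types and pathways were written before the data were examined. Each was tested with camera at a preset correlation of 0.01, with 1 probe set per gene, and p-values were adjusted over the lists within a comparison. The result of 1 list is not reported here. Members past the threshold were counted over all probe sets and with the adjustment over the list alone. The genes named in the text follow a rule set at the same time. It takes every gene that the paper's text names for the rats and the other genes of the patterns, whose p-values in the supplement had been seen. It takes for each comparison up to 10 higher and 10 lower genes with the largest change among those past the threshold, with an ordinary gene symbol and the same direction in every rat. Where fewer than 5 passed, it takes the 5 with the smallest p as values. For each list described it takes up to 4 members with the smallest p.

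The alternatives were the rat as a block, the 49 arrays of Figure 1, tests without moderated variances, the linear scale, leaving out dim probe sets, shifting the arrays to the same median, a variance prior with trend and robust estimation, array weights, fits within a treatment, leaving out each rat, an estimated correlation for the lists, another summary of probe sets per gene, other references for the changes and other linkages. Further alternatives were chosen after seeing the data and are named as such in the closing section. Other splits of the samples were refitted, 100 at most per comparison. The fits were tested on simulated data of the same design with known changes and with noise independent between arrays and probe sets. Depth does not apply to arrays; their number limits the precision, and the counts also move with MIA day 21 replicate 4. The human data of the paper were not analysed, since the deposited series holds the rat arrays alone.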

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

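Of the tests below, the rank correlation and the highest correlation of the array, the second normalization and the comparison of cell lists were chosen after the result was seen; the correlation with the same rat's other days and the covariate for array quality were chosen before.

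The array of MIA day 21 replicate 4 lies far from the other samples of its group. Its log2 signals have a median of 2.763, a standard deviation of 1.003 and a mean correlation of 0.2434 with the other arrays. In this array Rpl19, a protein of the ribosome, is at −6.608 from the rat's day 0 on the log2 scale, Ppp1cb, a phosphatase subunit, at −5.08, Wdr37 at −2.432, Gna13, a G protein subunit, at −2.144 and Tnk2, a tyrosine kinase, at 0.758. Pattern A is at −0.822, B at 0.382 and C at −1.715. A narrower range of signal alone would keep the order of the probe sets, and is argued against, since the rank correlation of the array with the mean of its group's other arrays is 0.274, where the other 49 arrays have 0.894 to 0.975. A swap with another array of the series is argued against, since its highest correlation with any array is 0.25, where others have 0.95 to 0.983. A state of this rat on all days is argued against by the mean correlation of its deviation with the same rat's on other days, −0.0551, which lies below the 0.00882 to 0.155 of the other arrays. What sets this array apart stays open: a loss of signal with added noise, a sample from outside the series and a change in this rat on day 21 alone were not tested.

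Further samples lay far from their groups: naive day 21 replicate 4 in mean correlation (0.92), MIA day 14 replicate 6 (−0.148) and naive day 14 replicate 3 (−0.042) in pattern B, Ppargc1b in MIA day 28 replicate 6 (−0.587), Elfn1 in MIA day 2 replicate 3 (0.008) and Wdr37 in MIA day 28 replicate 5 (−0.195). In all, 17 of 158 groups held such a sample, 11 of them on MIA day 21 replicate 4 and 6 elsewhere. Chance gives about 1 in 20 groups, here 7.9.

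Differences between MIA and naive rats in the change from day 0 had an unadjusted exact permutation p under 0.05 for patterns, and lists passed camera, on the 49 arrays. Kctd2 belongs to pattern A, which differed by −0.541 at day 2. Pattern B, with Brca1, differed by 0.304 at day 2, 0.246 at day 14 and −0.283 at day 21. Pattern C, with Tnk2, differed by −0.157, −0.501, −0.228 and −0.449 at days 2, 14, 21 and 28, where days 2 and 21 had adjusted p = 0.05 and were not under the threshold. With all 50 arrays, B at day 21 did not pass (adjusted p = 0.279), nor did C at days 2 and 21 (adjusted p = 0.0667 and 0.164). The study chose these transcripts on the same samples. Among lists set beforehand, cytoplasmic ribosomal proteins differed by 0.295 at day 28, oxidative phosphorylation by 0.223 and MHC class II antigen presentation by 0.282 on the same day. At day 14, genes of mRNA processing and splicing differed by −0.117 and olfactory and vomeronasal receptors by 0.08. With an estimated correlation none of these lists passed.

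Changes over time from day 0, most of them outside the transcripts that the paper discusses, passed on the 49 arrays: 244 at day 21 and 1564 at day 28 in MIA rats, and 122 and 750 in naive rats. Granzymes Gzma and Gzmk were among the higher ones at day 28 in both treatments, and Gpr4 and Slc16a10 among the lower ones. With the standard deviation of each array as a covariate, the median share of the day 28 change kept by the 1564 transcripts was 0.857 (quartiles 0.673 to 1.09). The median size went from 0.578 (standard error 0.148) to 0.488 (standard error 0.152). This argues against a linear effect of the arrays' standard deviation as the whole cause. In MIA rats that measure did not overlap between day 0 (1.861 to 1.913) and day 28 (1.935 to 1.988), so the covariate rested on differences within groups. Other measures of array quality were not tested. Of the 864 transcripts called with the covariate, 591 were among the 1564. Why the calls of the rest ended was not tested. After a second quantile normalization the share was 0.888 (quartiles 0.759 to 1.03), with 1211 called and 918 of them among the 1564. A smaller share of red cell transcripts could raise the other cell types. NK genes rose more than monocyte genes (0.61 against 0.276, exact test over 10 rats, smallest adjusted p = 0.0195 over 10 pairs of lists). This cannot decide the question, since lists of different signal need not rise alike on arrays. Age, repeated bleeding and a shared day of processing cannot be told apart from the day itself, since all rats were bled on the same days; the effect of time common to both treatments is a biological explanation that was not tested.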

How the results depend on the processing

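The settings named as added were chosen after the data were seen, as were the leave-one-out fits of the Figure 1 arrays; the others were set beforehand. Values in parentheses are those of all 50 arrays, and for the changes that follow an alternative the cause was not tested.

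Of 299 named gene changes, those of Alox5ap, Btg1 and Rpl19 at MIA day 21 changed sign and passed the threshold in some settings, each with MIA day 21 replicate 4 left out or given a low weight. Of all 299, 178 newly passed on the Figure 1 arrays, 159 with array weights and 32 with the animal as a replicate block. Many of the 299 were named because they passed on the Figure 1 arrays, so the 178 follow in part from that choice. The 159 do so too, since the array weights give MIA day 21 replicate 4 a low weight. The 178 and the 159 therefore do not measure how sensitive the changes are. In fits within a treatment 14 no longer passed and 12 newly passed. Of 56 list results, 48 kept their side of the threshold on the Figure 1 arrays and 8 newly passed; 54 kept it with the mean of a gene's probe sets and 55 with the trend and robust prior. With dim probe sets left out 17 no longer passed, 3 newly passed and 1 changed sign. With arrays shifted to the same median 7 no longer passed and 1 newly passed. With an estimated correlation 48 no longer passed.

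With the animal as a replicate block, MIA time had 448 transcripts (121), naive time 30 (3), MIA day 21 583 (142), MIA day 28 127 (4), naive day 21 7 (0) and naive day 28 47 (2).

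On the Figure 1 arrays, 6 transcripts passed for the differences between treatments, 6 of them the paper's (1 and 1); MIA time had 1260, naive time 407, MIA day 21 244, MIA day 28 1564, naive day 21 122 and naive day 28 750. Alox5ap at MIA day 21 was 0.706 (−0.05) and Btg1 0.586 (−0.57). Lists past the threshold were 3 at day 0 (1), 2 and 0 for the differences at days 14 and 21 (1 and 15), 14 at MIA day 14 (9) and 11 at naive day 14 (7). Of the 72 transcripts, 14 were past 0.38 at day 21 (22).

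Without moderated variances (plain ANOVA), 3 transcripts passed for the differences, 3 of them the paper's, and 86 at MIA day 21. On the linear scale these were 4, 4 and 513, with 615 for MIA time, 24 for naive time, 361 at MIA day 28, and 1, 0, 2 and 150 at naive days 2, 14, 21 and 28 (0, 1, 0 and 2); lists were 2 at day 0, 4 for the difference at day 28 (2), 14 at MIA day 14 and 7 at MIA day 2 (3); 11 of the 41 were lower (14) and 10 higher (7).

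With dim probe sets left out, 0 passed for the differences, 0 of the paper's, with 195 for MIA time, 343 at MIA day 21, 10 at MIA day 28 and 0 at naive day 14 (1). Lists were 2 at day 0, 0 and 6 for the differences at days 14 and 21, 5 and 7 at MIA days 21 and 28 (12 and 21), and 3 and 9 at naive days 14 and 28 (7 and 14); fewer genes were tested. Olfactory receptors differed by −0.037 at day 14 (0.08). With arrays shifted to the same median, these were 0 and 0, with 53 for MIA time, 45 at MIA day 21 and 5 lists at naive day 21 (8). The trend and robust prior gave 73 for MIA time and 65 at MIA day 21.

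With array weights, 8 passed for the differences, 6 of them the paper's; MIA time had 2632, naive time 520, MIA days 21 and 28 601 and 3870, and naive days 14, 21 and 28 4, 73 and 1053. Alox5ap was 0.755. Lists were 3 at day 0, 1, 0 and 1 for the differences at days 2, 14 and 21 (0, 1 and 15), and 7 and 14 at MIA days 2 and 14. Fits within a treatment gave 25 for MIA time, 4 at MIA day 21, 12 for naive time, 0 and 121 at naive days 14 and 28, and 11 lists at naive day 14.

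Added: on the Figure 1 arrays with the animal as a replicate block, MIA time had 2384, naive time 1265, MIA days 14, 21 and 28 7, 984 and 2780, and naive days 14, 21 and 28 4, 678 and 1684. Alox5ap was 0.639, Btg1 0.623 and Rpl19 0.417 (−0.77). Lists were 1, 3, 0 and 4 for the differences at days 2, 14, 21 and 28, 11, 14 and 20 at MIA days 2, 14 and 21, and 16 at naive day 14; 1 transcript passed for the differences. With naive day 21 replicate 4 and MIA day 14 replicate 2 left out as well, 4 passed for the differences, 3 of them the paper's, with 1912 for MIA time, 630 for naive time, 324 and 2453 at MIA days 21 and 28, and 17 and 1177 at naive days 21 and 28; Alox5ap was 0.706 and Btg1 0.586, and lists were 3 at day 0, 0 and 1 for the differences at days 14 and 21, 5 at MIA day 2 and 11 at naive day 14. After a second quantile normalization 6 passed (6 of the paper's), with the block 2 (2), and with rat means removed and the degrees of freedom not reduced 62 (62).

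With an estimated correlation, 0 lists passed in every comparison of the 50 arrays, and, added, 0 on the Figure 1 arrays but for 1 at naive day 21.

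Relative to naive rats, pattern B was at 0.304, 0.246, −0.283 and −0.078 at days 2, 14, 21 and 28 (0.10, 0.06, −0.21 and −0.17 on the 29 MIA arrays of Figure 1), and pattern C at −0.157, −0.228 and −0.449 at days 2, 21 and 28 (−0.03, −0.05 and −0.09). With the median over transcripts, C was at −0.165 at day 14 (−0.19). As MIA minus naive on the same day, 26 of the 41 transcripts were lower and 12 higher (7 in both directions), with 13 and 6 at days 2 and 28. Of the 72, these were 49 and 35 (23 in both directions), with 35 and 15 at days 2 and 14. Added, the MIA change minus the naive change gave 29 and 12 (3 in both directions), with 17, 18 and 22 at days 2, 14 and 28. For the 72 it gave 50 and 31 (12 in both directions), with 44, 30 and 37. The clustering after renormalization, added, matched 41 transcripts (19).

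Leaving out each rat in turn, over both sets of arrays, gave 1 to 7 transcripts for the differences and 0 to 4 of the paper's, 2 to 1684 for MIA time, 0 to 472 for naive time, 0 to 1 at MIA day 14, 5 to 339 at MIA day 21, 0 to 1987 at MIA day 28, 0 to 1, 0 to 7, 0 to 126 and 0 to 783 at naive days 2, 14, 21 and 28, and 0 to 1 for the differences at days 2 and 14 and at day 0. Lists were 2 to 9, 6 to 14, 10 to 19 and 16 to 23 at MIA days 2, 14, 21 and 28, 5 to 12, 6 to 11 and 6 to 18 at naive days 14, 21 and 28, 0 to 1, 0 to 5, 0 to 17 and 0 to 4 for the differences, and 0 to 7 at day 0.

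On the Figure 1 arrays, the 1564 at MIA day 28 became 303 without MIA replicate 3, 346 without 1, 649 without 2 and 631 without 4, and the 244 at MIA day 21 became 24 without replicate 3, 55 without 5, 75 without 2 and 118 without 1. The 750 at naive day 28 became 45 without naive replicate 3, 173 without 4, 349 without 1 and 457 without 2. The 122 at naive day 21 became 2 without naive replicate 3, 7 without 1, 16 without 4 and 59 without 2, and 35, 53 and 66 without MIA replicates 3, 1 and 4. With all arrays, the 4 at MIA day 28 became 631 without MIA replicate 4 and 0 without 1, 2 or 3. Btg1 ran from −0.84 without MIA replicate 6 to 0.639 without MIA replicate 4, and Alox5ap from −0.283 without MIA replicate 1 to 0.793 on the Figure 1 arrays without MIA replicate 5; without naive replicate 4 there, the values were 0.586 and 0.706.

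For the patterns, leaving out each rat gave −0.189 to −0.16, −0.077 to 0.013, 0.013 to 0.051 and 0.012 to 0.056 for A at days 2, 14, 21 and 28, reversed at day 14 without MIA replicate 2. It gave 0.06 to 0.131, 0.044 to 0.103, −0.234 to −0.181 and −0.188 to −0.137 for B, and −0.054 to 0.007, −0.214 to −0.147, −0.089 to −0.014 and −0.114 to −0.076 for C, reversed at day 2 without MIA replicate 3. Of the 41 transcripts, 9 to 18 were lower and 7 to 8 higher, with 3 to 6, 4 to 6, 6 to 14 and 9 to 12 at the 4 days; of the 72, 23 to 30 and 18 to 22, with 15 to 21, 8 to 11, 13 to 26 and 16 to 21. Arrays have no depth; the number of arrays limits the precision, and the counts move with MIA day 21 replicate 4, for which the cause was not tested.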

Differences from the paper's values

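The comparisons of alternatives named below as chosen after seeing the values were not set before the data were examined. A count is said to differ from the paper's where 1 is more than 1.5 times the other.

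The paper gives 72 transcripts at an unadjusted p under 0.0001, and the test of the 4 differences between treatments gave 1 with all 50 arrays. Every alternative set before the data were examined also gave a count that differs from the paper's: 1 with the rat as a replicate block, 6 on the arrays of Figure 1, 3 without moderated variances, 4 on the linear scale, 0 without dim probe sets, 0 with arrays shifted to the same median, 1 with trend and robust estimation, 8 with array weights, and 1 to 5 when leaving out each rat. The paper does not state which term of its analysis of time and treatment was filtered. A setting chosen after seeing the values gave 62 transcripts, all among the paper's 72, and drops 10 of them: the 49 arrays normalized by quantiles again, each rat's mean removed, and the degrees of freedom not reduced for those means.

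The median p over these 72 transcripts is 4.2e-05 in the paper's supplement and 0.00826 with all 50 arrays. It differs under every alternative set before the data were examined, from 0.00133 on the arrays of Figure 1, through 0.00153 with array weights, to 0.0413 without naive replicate 2. The setting just described, chosen after seeing the values, gave 5.94e-05 and drops the same 10 transcripts.

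The paper gives 17, 27, 18 and 21 regulated transcripts at days 2, 14, 21 and 28, and states for these counts neither a threshold nor a set of transcripts. Group means of the 41 past the log2 change of 0.38, which the paper uses for its other counts, gave 5, 5, 10 and 11 over the MIA rats, and the 72 gave 20, 8, 22 and 18. Among alternatives set before the data were examined, MIA minus naive on the same day gave 13 at day 2 and 15 at day 21, within 1.5 times the paper's, and 6 at day 14 and 6 at day 28, which differ. The arrays of Figure 1 (5, 5, 8 and 11) and linear means (5, 6, 9 and 11) differ at every day. Leaving out each rat gave 3 to 6 at day 2, 4 to 6 at day 14 and 9 to 12 at day 28, which all differ. At day 21 it gave 13, 14, 13 and 12 without MIA replicates 1, 2, 3 and 6, which do not differ, and 6 and 11 without replicates 4 and 5, which do. The MIA change minus the naive change on the 49 arrays, chosen after seeing the values, gave 17, 18, 12 and 22, which lie within 1.5 times the paper's (18 and 12 at that bound); how many of the paper's called transcripts it drops cannot be counted, since the paper does not list which pass at which day.

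The smallest of the 3 clusters holds 11 transcripts in the paper and 4 here, with all 30 MIA arrays. Complete linkage gave 10, which does not differ. Ward linkage (5), the arrays of Figure 1 (1) and all 50 arrays (5) differ. Clustering of the Figure 1 arrays after a second quantile normalization, with rat means removed and values relative to the naive rats, chosen after seeing the values, gave 11, and it drops 0 of the paper's 41 from their patterns. Removing rat means alone (5) and values relative to naive rats alone (2), also chosen after seeing the values, differ.

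The direction of Wdr37 from day 0 differs as well. The paper shows Wdr37 falling in MIA rats, from about 24 to about 17 on the linear scale in Fig. 2(b), read by eye, and the log2 change at day 28 was 0.06 ± 0.13 (SD, n = 6), with the level 22.4 against 21.6 at day 0. Relative to the change of naive rats it was at −0.45 (exact permutation, adjusted p = 0.0275), which is the paper's direction. Wdr37 is among the transcripts that the study chose on these samples, so this is not independent evidence. Tnk2 was lower than at day 0 on all 4 days both in that figure and here. The paper reports no activation of inflammatory factors in response to MIA. Here 6 of 28 cytokine genes rose from day 0 to day 28 in MIA rats on 49 arrays. No such gene passed for the difference from naive rats, so these rises were not told apart from those without MIA.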

Other observations

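The comparison with other splits of the samples and the test of the degrees of freedom were chosen after the results were seen; the lists and their tests were set beforehand.

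On the 49 arrays at day 28, few T cell markers passed as higher than at day 0, 1 in each treatment. The median over 26 genes was 0.38 on the log2 scale in MIA rats (1 higher and none lower, 12 higher when adjusted over the list alone; adjusted p = 1.04e-06, and adjusted p = 0.291 with an estimated correlation). It was 0.32 in naive rats (1 higher; adjusted p = 0.000124, and adjusted p = 0.356 with an estimated correlation). Themis, which sets the threshold of T cell receptor signals, rose by 0.58 (standard error 0.16) in MIA rats and 0.81 (standard error 0.20) in naive rats. Of 19 monocyte and macrophage markers in MIA rats, 2 rose and 1 fell (median 0.33, adjusted p = 0.00878, and adjusted p = 0.346 with an estimated correlation): Lyz2, a lysozyme, rose by 0.67 (standard error 0.13) and Ctsb, a lysosomal protease, fell by 0.35 (standard error 0.07). B cell markers had a median of 0.30 over 17 genes (adjusted p = 0.00148, and adjusted p = 0.346 with an estimated correlation) and MHC class II genes 0.37 over 14 (adjusted p = 0.00393, and adjusted p = 0.291 with an estimated correlation), each with Cd74, the invariant chain, higher by 0.46 (standard error 0.13).

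Some genes of cell division and of the respiratory chain fell by day 28, when erythroid genes fell in the same samples. Of 36 cell cycle genes, 3 fell in MIA rats (5 when adjusted over the list alone; median −0.22, adjusted p = 0.0158, and adjusted p = 0.373 with an estimated correlation): Cdc20, which starts anaphase, at −1.10 (standard error 0.34), Spag5, a spindle protein, at −1.05 (standard error 0.29), and Espl1, which separates sister chromatids, at −0.56 (standard error 0.17). In naive rats none of the 36 passed (median −0.16, adjusted p = 0.073). Of 43 genes of oxidative phosphorylation, 5 fell in naive rats (12 when adjusted over the list alone; median −0.17, adjusted p = 0.000222, and adjusted p = 0.33 with an estimated correlation). Among them were Cox8a, a subunit of complex IV, at −1.03 (standard error 0.20) and Atp5f1b, of the ATP synthase, at −0.80 (standard error 0.17). In MIA rats 3 of them fell, with a median of 0.00, and this list did not pass.

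Earlier days gave list results with few single genes past the test. At day 14 in MIA rats, acute-phase and STAT3 genes had a median of 0.16, with 15 of 15 above 0 (adjusted p = 1.2e-05, and adjusted p = 0.133 with an estimated correlation), and neutrophil markers 0.27 (adjusted p = 1.45e-05, and adjusted p = 0.524 with an estimated correlation). NK markers at day 21 had a median of 0.32 in MIA rats (3 higher, adjusted p = 2.69e-09, and adjusted p = 0.112 with an estimated correlation) and 0.51 in naive rats (2 higher, adjusted p = 5.79e-12), where the list also passed with an estimated correlation (adjusted p = 0.0355). Bone remodelling genes had a median of −0.16 at MIA day 2 (adjusted p = 0.0136, and adjusted p = 0.69 with an estimated correlation). Before the injection, B cell markers stood at −0.27 in MIA rats relative to naive rats, with 0 of 17 above 0 (adjusted p = 3.89e-05, and adjusted p = 0.869 with an estimated correlation).

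In all, 4, 14, 15 and 21 of 29 lists passed at MIA days 2, 14, 21 and 28 on the 49 arrays, and 0, 11, 11 and 14 in naive rats. For the differences between treatments 0, 2, 0 and 3 passed, and 3 at day 0. With all 50 arrays these were 3, 9, 12 and 21, then 0, 7, 8 and 14, then 0, 1, 15 and 2, and 1. Of the 15 at day 21, none passed on the 49 arrays.

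Other splits of the samples were refitted on the 49 arrays. For the changes over time, the real counts lay far above other splits for MIA time (1260 transcripts, at most 4 in other splits, 1 of 100 as large) and naive time (407, at most 2, 1 of 100). So did MIA day 28 (1564, at most 10, 1 of 32), which argues against chance. These are the smallest shares the splits can give, and they were not adjusted over the comparisons. The lists at MIA days 14 and 28 (14 and 21, at most 9 and 19) do not settle it, since none passed with an estimated correlation. Chance is not excluded for the lists at MIA day 2 (4, at most 7, 11 of 32). At MIA days 2 and 14, with 0 transcripts in limma (2073 and 2438 at an unadjusted p under 0.05), the comparison decides nothing, since all 32 of 32 splits reach 0 (at most 2 and 4). For MIA day 21, 16 splits are too few (244 transcripts, at most 5; 15 lists, at most 19, 2 as large). In naive rats 8 splits are too few at each day: 0, 1, 122 and 750 transcripts (at most 0, 0, 0 and 2) and 0, 11, 11 and 14 lists (at most 3, 10, 9 and 16).

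For the differences between treatments, rats were regrouped at random in 100 splits. Chance is not excluded for the 6 transcripts over days (at most 19, 12 of 100 as large), for 2 and 3 lists at days 14 and 28 (at most 7 and 16, 42 and 60 of 100) or for 3 lists at day 0 (at most 13, 70 of 100). Where the count is 0, all 100 of 100 splits reach it and the comparison decides nothing: transcripts at days 2, 14, 21 and 28 (at most 2, 4, 4 and 1) and at day 0 (at most 50), and lists at days 2 and 21 (at most 7 and 9). Whether the split that calls 50 transcripts at day 0 reflects a structure of the samples or chance was not tested. On 50 arrays the highest is 4. With all 50 arrays chance is not excluded for 1 transcript over days (at most 49, 81 of 100), and what raised that split to 49 was not tested. The counts of 0 at days 2, 14, 21 and 28 and at day 0 decide nothing (at most 1, 1, 543, 0 and 4). The real count was the largest for MIA time (121, at most 3) and MIA day 21 (142, at most 2), which argues against chance. It was also the largest for naive time (3, at most 1) and MIA day 28 (4, at most 0), but by few transcripts. Each is the smallest share the splits can give, not adjusted over the comparisons. The counts of 0 at MIA days 2 and 14 decide nothing (at most 1 and 1). In naive rats 8 splits are again too few (0, 1, 0 and 2 transcripts, at most 0, 0, 0 and 1).

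The count of 72 transcripts was followed up by a test of the degrees of freedom. The 49 arrays were normalized by quantiles again, the rats' means were removed and the degrees of freedom of these means were not deducted. An ordinary F test then gave 62 of the 72 at an unadjusted p under 0.0001. In the limma fit of the renormalized arrays with the rat as a block, which deducts them, 2 passed. That fit also moderates the variances, so the fall to 2 cannot be put down to the degrees of freedom alone. With the ordinary F test, the log10 p-values had a correlation of 0.99979 with the paper's, and with the limma fit 0.5486. A setting like the first may lie behind the paper's list, but the paper does not state it. In 10 simulated series without any change, removing the rats' means in this way called 29.2 transcripts on average (21 to 41). An ordinary F test with the rat as a block called 3.6 (1 to 7). For the 62 transcripts, 2 of 100 splits of the rats were as large (at most 63); the setting was chosen under the real grouping, so this does not exclude chance.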
